A study of Mus musculus with 6 samples. Its data were reported in "The REST remodeling complex protects genomic integrity during embryonic neurogenesis" (2016).

How the data were processed

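Total RNA from brains of E12.5 mouse embryos was hybridised to Illumina mouse reference BeadChips, 1 array for each of 6 samples. The labels put 3 samples in the knockout group, which carried the Nestin-Cre transgene, 2 copies of an invertible gene trap in Rest and floxed Trp53. The other 3 samples were littermate controls with the same gene trap and floxed alleles but without Cre. Within each group the labels number the samples 1 to 3 as biological replicates, and they do not give litter, sex, slide or scan day.

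The authors read the arrays with BeadStudio and applied quantile normalization between arrays with the lumi package; the versions of lumi and any background subtraction were not given in the sources used here. The deposited table holds, for each probe and array, an intensity on a linear scale. It also holds the detection p-value that the authors' scanner software derived from negative control beads. Its name describes it as not normalized, but the sorted intensity values of the 6 arrays differed by at most 1.61%, so the values were treated as already quantile-normalized. The deposited values were turned to the log2 scale only here. A second deposited table of the same arrays matched it in 154176 of 154182 intensity values within a relative tolerance of 1e-4, and the remaining 6 were missing in both.

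The probe IDs of the deposited table were displaced against its values. Of 25699 lines of the table, 2 (0.00778%) had an empty ID cell, at lines 3893 and 3895. The pairing was checked by correlating, over pairs of adjacent probes for the same gene, the mean levels they received when IDs were moved up or down by up to 4 lines. Before the empty cells the correlation was highest with IDs as deposited, at r = 0.431 over 1014 pairs, against 0.297 for the next best offset. After them it was highest when each line of values received the ID found 2 lines further down, at r = 0.473 over 5962 pairs, against 0.258 as deposited and 0.266 for the next best offset. The same offset of 2 was best in each of 5 successive stretches. These correlations are across probes, which are not independent replicates. The displacement covered 21806 lines, or 84.9% of the table. The 2 empty cells were therefore removed and IDs and values were paired in order, which left out the last 2 lines of values and the 1 probe ID between the empty cells, and gave 25696 probes. This choice used no group labels, but it was made once the values had been seen and after a first pass with the deposited names had been run. The values under the deposited names are given with the other alternatives. When the repaired table was displaced in the same way on purpose at another place, the correlation was again highest at 0 lines before that place and at 2 lines after it; the place itself was not searched for.

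Gene symbols came from the platform annotation and were updated through gene identifiers. Of the 13755 probes tested, 12948 had 1 symbol, 807 were unnamed and 0 had several; 12944 of the named probes matched an updated symbol, and they stood for 9408 genes. No probe carried the name Trp53, so this gene was not analysed here.

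Intensities were background-corrected, quantile-normalized and turned to log2 with neqc in limma 3.58.1 under R 4.3.3, with the level of negative controls inferred from the detection p-value and an offset of 16. A probe was tested where its detection p-value was under 0.05 on at least 3 of the 6 arrays. Genotypes were compared for each probe with lmFit and eBayes of limma, a two-sided moderated test with no covariates, and Benjamini-Hochberg adjustment over all probes tested. The study used a t-test on quantile-normalized log2 values, which was run as an alternative. Where a probe was not detected on any array of 1 group, its difference was given as a bound: the mean of the group that detected it against, for each array of the other group, the higher of the lowest detected signal on that array and the probe's own value. No fold was given where neither group detected a probe.

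The gene lists, the rule for naming genes and the first set of alternatives were fixed before the data were examined. There were 21 gene lists: REST targets, p53 targets, microglia and macrophages, apical progenitors, basal progenitors and neurogenic commitment, young neurons, DNA replication, mitosis, DNA damage response and repair, REST co-repressors, oligodendrocyte lineage, erythroid cells, endothelium and pericytes, mesenchyme and meninges, choroid plexus, forebrain regional genes, midbrain, hindbrain and Hox genes, immediate early and heat shock genes, sex-linked genes, and a pair of lists taken from the study, of genes higher in the REST mutant with p53 intact and of genes higher in these samples. Each gene was represented by its brightest tested probe. Lists were tested with camera in limma at a preset correlation of 0.01, adjusted over the 21 lists, with the correlation estimated from the data and with fry as alternatives (statmod 1.5.0). For each list the number of members past the threshold was also counted with p-values adjusted over the list alone.

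The genes named were the targeted genes Rest and Trp53 and the transcripts the study measured by quantitative PCR in embryonic brain or sorted progenitors; up to 12 genes per direction past the adjusted threshold whose groups did not overlap, filled to 8 by the smallest unadjusted p where fewer passed; and up to 4 members of each list with the smallest unadjusted p. A gene with several probes was named by the probe that met the rule, and list values used the brightest probe, so Col3a1 appears with both.

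On simulated values with the spread of these arrays, 50 probes each were changed by 4 sizes among 13755 probes. The comparison of knockout against control recovered 16% at 1.5-fold, 50% at 2-fold and 76% at 3-fold and at 4-fold, with 7 false calls. All changed probes were planted in the same set, and the adjusted threshold is easier to pass when more probes change. Recovery would therefore be lower where fewer probes change, and no such setting was simulated. A shift of all 22 REST targets by 0.3 on the log2 scale was called in 100% of 50 simulations, 1 of 0.15 in 62% and no shift in 0%, with genes simulated as independent. The list simulations used the preset correlation only. With 3 samples against 3, an exact permutation test cannot give a two-sided p below 0.1.

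The first set of alternatives changed the background correction, the between-array normalization, the table used, the filter on dim probes, the options of the moderated test, the test itself, the correlation within lists and the probe per gene, added the replicate number as a block, or left out each sample in turn. Alternatives added later used the probe names as deposited, the sex of the embryos read from Xist and Y-linked transcripts as a block, the REST targets without members that the study had picked from these samples, and the t-test of the methods on log2 of the deposited values of all probes. A block for slide was planned and not run, since no slide identifiers were had.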

Results

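Gene expression was measured in 6 brains of E12.5 mouse embryos, 3 from knockout embryos lacking both REST and p53 in Nestin-positive progenitors and their progeny, and 3 from control littermates. REST is a transcriptional repressor that keeps neuronal genes silent outside neurons, and p53 is a transcription factor that activates cell cycle arrest and cell death genes after DNA damage. Between 13416 and 13889 of the 25696 probes were detected on each array, or 52.2% to 54.1%. Mean correlations of each array with the other 5 lay between 0.975 for knockout replicate 2 and 0.983 for control replicate 1. Knockout replicate 2 stood apart on the first principal component, which held 32.5% of the variance, with a score of 40.7 against scores of -14.8 to -0.84 for the other 5 arrays. Probe IDs were displaced by 2 lines over 84.9% of the deposited table, and all values below follow the repaired pairing.

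**Figure D1:**
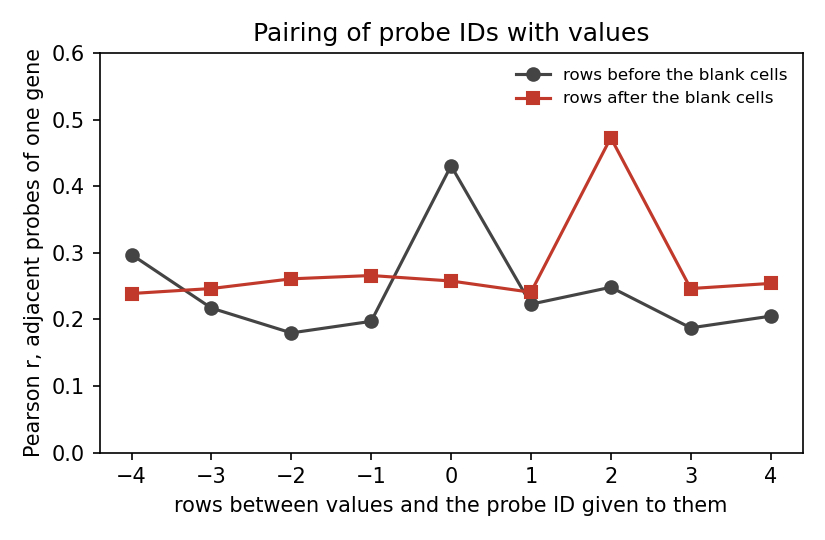
Pearson correlation of the levels of adjacent probes for the same gene (vertical axis) against the number of lines between a row of values and the probe ID given to it (horizontal axis), before and after the empty ID cells. The correlation peaks at 0 lines before the empty cells, with r = 0.431, and at 2 lines after them, with r = 0.473.

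The targeted transcripts could not check the genotype labels. The 1 probe for Rest was detected on 0 of the 6 arrays, at log2 intensities of 5.30, 5.65 and 5.33 in knockout replicates 1, 2 and 3 and of 5.17, 5.26 and 5.21 in control replicates 1, 2 and 3, so no fold was given. Trp53 was not analysed here. Xist, the RNA that silences an X chromosome in females, was high on the arrays of knockout replicate 1 and control replicates 1 and 3, at log2 levels of 12.16, 12.13 and 12.31, and between 6.53 and 6.61 on the other 3. Eif2s3y and Kdm5d, carried on the Y chromosome, were detected only on those other 3 arrays. The probe for Uty, also Y-linked, was detected on all 6 arrays, at 8.22 to 8.41 on those 3 and 6.70 to 7.81 on the Xist-high arrays.

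The comparison of knockout with control brains asked which genes respond when REST is lost early and p53-dependent death is blocked. As a group, REST target genes were higher in the knockout brains by a median of 0.31 on the log2 scale, with 19 of the 22 measured members positive and a preset correlation between genes. That call was lost (adjusted p = 0.875 with an estimated correlation), and the median was 0.16 without knockout replicate 2. Gene groups of collagen-producing mesenchyme and of blood vessels were lower by medians of -0.89 and -0.47, and both calls were lost too (adjusted p = 0.875 with an estimated correlation for each, and -0.06 and -0.19 without knockout replicate 2). Targets of p53 and microglial genes had medians of 0.00 and 0.06 and did not pass the test. No single named gene passed the test over all probes.

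Limma called 0 of 13755 probes at an adjusted p under 0.05, and the smallest adjusted p was 0.383. At an unadjusted p under 0.05 there were 632 probes, 310 higher and 322 lower in knockout brains, or 4.59% of those tested. Of these, 246 also differed by over 1.5-fold, 113 higher and 133 lower. The methods' t-test likewise called 0 probes after adjustment, and 116 at the unadjusted threshold with over 1.5-fold, or 10 when run on log2 of the deposited values of all probes. The 2 groups did not overlap for 1279 probes, or 9.30%, where chance gives 10%. Without background correction 34 probes met the unadjusted threshold with over 1.5-fold, and without knockout replicate 3 the number was 448. The probe with the smallest p, ILMN_2466845, has no gene name here and was singled out after its values were seen. Its log2 level was 9.13 ± 0.36 (SD, n = 3) in knockout and 11.13 ± 0.18 (SD, n = 3) in control brains, 4.01-fold lower, with an adjusted p of 0.383, and it was lower in 3 of 3 knockout samples. It passed under 3 of the alternatives, with adjusted p-values of 0.00767 without background correction, 0.0481 with normexp and 0.00153 with the trend and robust options of limma. The smallest adjusted p of any probe ranged from 0.00153 to 1.00 over the alternatives.

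The 8 named genes per direction with the smallest p did not pass the adjusted test, with an adjusted p of 0.910 for each. On the higher side, Hpca, which encodes the neuronal calcium sensor hippocalcin, was at 8.42 ± 0.27 in knockout and 7.31 ± 0.20 in control brains (log2, SD, n = 3), a difference of 1.10 (SE 0.18) or 2.15-fold. Bcat1, a branched-chain amino acid transaminase, differed by 1.27 (SE 0.25), or 2.41-fold, and by 0.66 without background correction, and the other 2 probes for this gene differed by 0.49 and 0.08. The mitochondrial ribosomal gene Mrpl49 differed by 0.74 (SE 0.11), the deubiquitinase gene Mindy3 by 0.82 (SE 0.13) with 0.28 for its other probe, Olfr1381 by 0.77 (SE 0.13) and Them4 by 0.91 (SE 0.17). The other 3 probes for Mrpl49 differed by 0.03 to 0.13. Cntnap5b and Gm8909 were not detected on any control array and were at least 1.08-fold and at least 1.37-fold higher in knockout brains.

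On the lower side, both probes for Sema5a, a semaphorin with roles in axon guidance, were lower, by -1.02 (SE 0.15) and -1.17. Slc6a13, a GABA transporter found in the leptomeninges, differed by -1.68 (SE 0.33), and Col9a2, a collagen chain of cartilage and vitreous, by -0.60 (SE 0.12). Sytl2 and Serhl differed by -0.91 (SE 0.18) and -0.66 (SE 0.13), and a brighter probe for Serhl by 0.05 (SE 0.27). Of the 2 probes for Col3a1, the fibrillar collagen of connective tissue, the dim probe differed by -1.19 (SE 0.22) and the bright probe by -1.20 (SE 0.84). The bright probe lay at 8.31 in knockout replicate 2 and at 11.54 and 11.58 in the other knockout samples, against a control mean of 11.68. The connexin gene Gjb2 and Cd86, a costimulatory receptor of antigen-presenting cells, were not detected on any knockout array by the named probes and were at least 1.71-fold and at least 1.23-fold lower there. A brighter probe for Gjb2 differed by -1.26 (SE 0.42). Of the other probes for Cd86, which were not tested, 1 had log2 means of 6.28 in knockout and 6.03 in control brains. It was detected on 1 knockout array and 0 control arrays. The other was not detected on any array, at 5.93 and 5.86.

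REST target genes, neuronal genes that carry the binding element of this repressor, were higher as a group in knockout brains by camera with its preset correlation (median 0.31, 19 of 22 higher, adjusted p = 1.68e-09). The call was lost with the correlation estimated from the data (adjusted p = 0.875 with an estimated correlation), and over all alternatives its adjusted p ranged from 1.37e-11 to 0.895. Most lists shared the adjusted p of 0.875, so it does not rank them. Before adjustment, camera with an estimated correlation gave p = 0.103 for REST targets. Adjusted over the list alone, 3 members passed: Hpca, Cplx1, which encodes the synaptic release regulator complexin 1, and Scg3, a granin of secretory vesicles. Over all probes 0 members passed. Cplx1 was at 11.63 ± 0.11 in knockout and 11.13 ± 0.11 in control brains (log2, SD, n = 3), a difference of 0.50 (SE 0.13). Scg3 was at 12.79 ± 0.12 against 12.28 ± 0.14 (log2, SD, n = 3), a difference of 0.51 (SE 0.13). Stmn3, a neuronal stathmin, differed by 0.35 (SE 0.13), and Syp, which encodes synaptophysin, by -0.01 (SE 0.17). Hpca, Cplx1, Scg3 and Stmn3 were also on the study's list of genes higher in these samples, so they are not independent evidence of direction. Relative to the control mean, the list median was 0.22, 0.55 and 0.13 on knockout arrays 1, 2 and 3 and 0.11, -0.02 and -0.08 on control arrays 1, 2 and 3. Knockout array 2 also had list medians of 0.37 for young neurons, -2.79 for mesenchyme, -1.65 for choroid plexus and -0.96 for endothelium. Leaving out knockout replicate 2 brought the difference of the REST targets to 0.16 (adjusted p = 0.00232 at the preset correlation). The REST targets Snap25 and Glra1 were detected on at most 1 array each and were not tested.

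**Figure D2:**
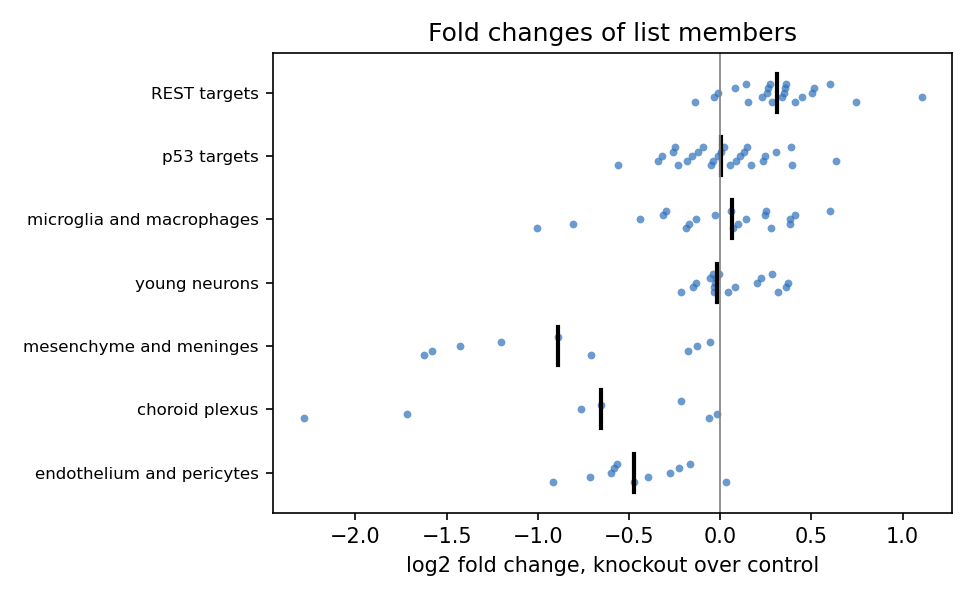
Log2 fold change of knockout over control (horizontal axis) for each measured member of 7 gene lists, 1 point per gene, with the vertical bar at the list median. REST targets centre on 0.31, p53 targets on 0.00 and mesenchyme and meninges on -0.89.

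Genes that the study listed as higher in these same samples were higher here in 51 of 60 measured cases, with a median of 0.37. Camera gave an adjusted p = 6.48e-28 with its preset correlation and an adjusted p = 0.0116 with an estimated correlation. Over the alternatives the adjusted p ranged from 4.56e-41 to 0.252, the highest with the probe names as deposited. The study's legend names more embryos per genotype than the labels, so its list can also rest on samples not analysed here. Since the study chose this list at least in part on these samples, it is not independent evidence of direction, and neither are the 29 members that passed when adjusted over the list alone. With the 5 members that no control array detected set to their bounds, the median was 0.35. Over all probes 0 members passed. Hpca, Them4 and Cntnap5b led the list, together with Sncaip, which encodes the synuclein partner synphilin and was at least 1.43-fold higher. The list held Hpca, Cplx1, Scg3 and Stmn3 among 7 REST targets, 6 of them measured. Without the members on that list, the REST targets had a median of 0.26 (adjusted p = 4.26e-04). That test used the preset correlation, the only one tried for it. With an estimated correlation the full set of REST targets lost its call (adjusted p = 0.875).

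Targets of p53, which carry out cell cycle arrest and apoptosis, did not pass the test (27 measured, 14 higher, median 0.00, adjusted p = 0.697), and 0 passed when adjusted over the list alone. Cdkn1a, the cell cycle inhibitor p21, was at 9.46 ± 0.17 in knockout and 9.71 ± 0.28 in control brains (log2, SD, n = 3), a difference of -0.25 (SE 0.18). It was -0.10 without control replicate 3 and -0.38 without control replicate 2, and the other probes for Cdkn1a differed by -0.36 and -0.20. Ccng1, which encodes cyclin G1, differed by -0.32 (SE 0.16), with -0.54 and -0.41 for its other 2 probes. The stress-response sestrin Sesn2 differed by 0.64 (SE 0.23) and by 0.22 without background correction, and Sesn1 by -0.34 (SE 0.17), with 0.22 for its dimmer probe and -0.20 for the named probe without knockout replicate 2. Eda2r, a receptor of the tumour necrosis factor family, differed by 0.39 (SE 0.12) and the adenylate kinase Ak1 by 0.39 (SE 0.19), and by 0.20 without knockout replicate 2. None of these 6 passed, with an adjusted p of 0.999 for each. Since p53 was deleted in the knockout group only, these values cannot show how its targets respond to REST loss alone. Perp, Btg2 and Pmaip1 were detected on too few arrays to be tested.

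Microglial and macrophage genes did not pass either (20 measured, 11 higher, median 0.06, mean -0.02, adjusted p = 0.632). The mean had the opposite sign to the median and to the test, and 0 members passed when adjusted over the list alone. C1qb, a complement component, differed by 0.60 (SE 0.29) and Fcrls, a microglial Fc receptor-like gene, by 0.41 (SE 0.18). Mrc1 and Pf4, both markers of brain border macrophages, differed by -1.0 (SE 0.50) and -0.81 (SE 0.39), and by -0.38 and -0.36 without knockout replicate 2. For C1qb the difference was 0.27 without knockout replicate 3, and for Fcrls 0.24 without control replicate 1. The genes that the study listed as higher in the REST mutant with p53 intact had a median of -0.03 over 49 measured members, 23 of them higher (adjusted p = 0.990, with the test on the positive side), and of 0.04 without knockout replicate 2. Of this list 1 member passed when adjusted over the list alone, Cd86, which was lower by its only tested probe. The cathepsin gene Ctsz differed by 0.47 (SE 0.12), with 0.16 for its other probe.

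Mesenchymal and vascular genes were lower in knockout brains as groups by camera with its preset correlation. All 9 measured genes of mesenchyme and meninges had the negative sign (median -0.89, adjusted p = 0.0138; adjusted p = 0.875 with an estimated correlation). Without background correction the median was -0.46. The list was led by the proteoglycan gene Dcn at -1.58 (SE 0.53) and the collagen gene Col1a1 at -1.63 (SE 0.88). Of endothelium and pericytes, 10 of 11 were lower (median -0.47, adjusted p = 2.57e-04; adjusted p = 0.875 with an estimated correlation), among them the endothelial transcription factor Sox17 at -0.91 (SE 0.31) and the receptor gene Flt1 at -0.60 (SE 0.25). Choroid plexus genes were lower in 7 of 7 cases but did not pass (median -0.66, adjusted p = 0.0770), with the thyroid hormone carrier Ttr at -2.28 (SE 1.32). Over the alternatives the adjusted p ranged from 1.77e-05 to 0.895 for mesenchyme, 1.34e-06 to 0.895 for endothelium and 0.0161 to 0.895 for choroid plexus. In these 3 lists 0 members passed when adjusted over the list alone. Relative to the control mean, knockout array 2 had list medians of -2.79 for mesenchyme, -0.96 for endothelium and -1.65 for choroid plexus, knockout array 1 had -0.59, -0.33 and -0.46, and knockout array 3 had 0.29, 0.03 and 0.04. The lowest control medians were -0.33, -0.14 and -0.35, all on control array 1. Without knockout replicate 2 the differences were -0.06 for mesenchyme (adjusted p = 0.622), -0.19 for endothelium (adjusted p = 0.0637) and -0.25 for choroid plexus (adjusted p = 0.227), with Dcn at -0.98, Col1a1 at -0.60, Sox17 at -0.54 and Ttr at -0.57. The mesenchyme call also ended without control replicate 2, at -0.55 (adjusted p = 0.218), and without control replicate 3, at -0.85 (adjusted p = 0.0738). Without knockout replicate 3 mesenchyme was at -1.50, and choroid plexus passed at -1.04 (adjusted p = 0.0161). With all samples choroid plexus passed without background correction, at -0.29 (adjusted p = 0.0323), and also with normexp, with trend and robust options and with the replicate number as a block, each at the preset correlation (adjusted p = 0.875 with an estimated correlation).

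**Figure D3:**
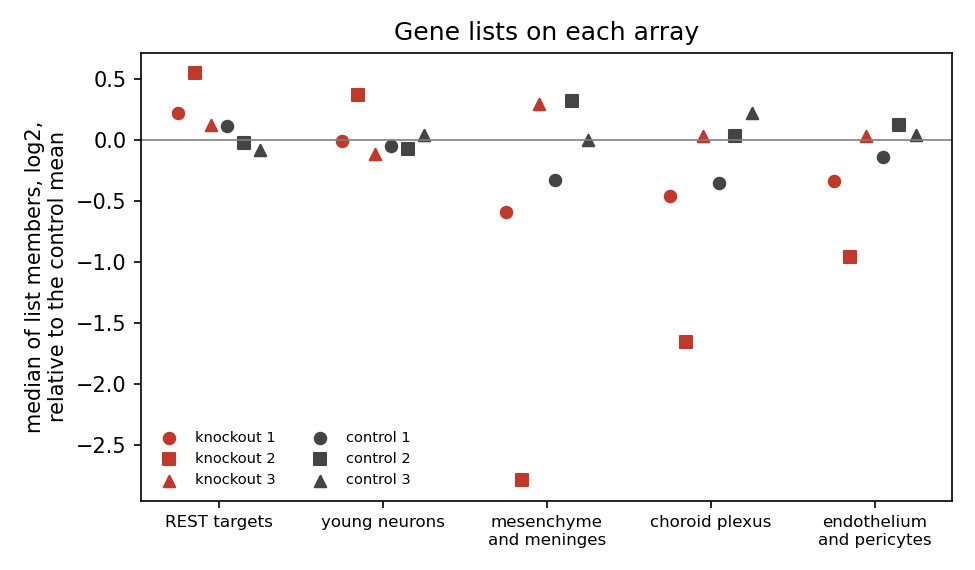
Median of the members of 5 gene lists on each array, on the log2 scale relative to the control mean (vertical axis), with knockout arrays in red and control arrays in grey. Knockout 2 lies at -2.79 for mesenchyme and meninges and at 0.55 for REST targets.

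Genes of progenitors and young neurons did not pass the test. Apical progenitor genes had a median of 0.11 over 10 members (8 higher, adjusted p = 0.562), or 0.03 without control replicate 1 and 0.18 without control replicate 3, with the intermediate filament gene Nes at 0.18 (SE 0.12) and the Notch effector Hes1 at -0.43 (SE 0.25), or -0.15 without knockout replicate 2. Sox2, a transcription factor of neural stem cells, differed by 0.11 (SE 0.24) for its bright probe, or -0.14 without knockout replicate 1, and by -0.13 for the other. Genes of basal progenitors and neurogenic commitment had a median of 0.07 over 11 members (9 higher, adjusted p = 0.181), with the proneural factor Neurod1 at 0.26 (SE 0.14), or 0.16 without control replicate 2. For young neurons the median was -0.02 over 18 members (8 higher, adjusted p = 0.562), while their mean was 0.06 and the test lay on the positive side. Tubb3, the neuronal tubulin also listed among REST targets, differed by 0.36 (SE 0.25), or 0.11 without knockout replicate 1, the migration gene Dcx by 0.20 (SE 0.14), or 0.08 without knockout replicate 2 and -0.04 for its other probe, and Tbr1, a marker of deep cortical neurons, by -0.01 (SE 0.19). The basal progenitor list passed at 0.15 with the sex of the embryos as a block (adjusted p = 0.0328) and at 0.15 without knockout replicate 3 (adjusted p = 0.0160, range over the alternatives 0.0160 to 0.895), and its median was 0.000234 without knockout replicate 1. Without knockout replicate 3 young neurons passed as well, at 0.13 (adjusted p = 0.0181, range 0.0181 to 0.895). These calls used the preset correlation, and with all samples each of the 2 lists had an adjusted p = 0.875 with an estimated correlation.

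Cell division and genome maintenance genes did not pass with all samples either. The DNA replication list had a median of 0.07 (20 of 29 higher, adjusted p = 0.206), with the helicase subunit gene Mcm3 at 0.30 (SE 0.12). Without knockout replicate 2 the same list passed, at 0.14 (adjusted p = 8.08e-05, range over the alternatives 8.08e-05 to 0.914). So did the mitosis list, at 0.13 (adjusted p = 0.0222, range 0.0222 to 0.926), against 0.05 with all samples (10 of 17 higher, adjusted p = 0.562). Both calls used the preset correlation, and with all samples each list had an adjusted p = 0.875 with an estimated correlation. Their medians were -0.03 and -0.06 without knockout replicate 3. DNA damage response and repair had a median of -0.02 and a mean of 0.00 (10 of 22 higher, adjusted p = 0.956), with Brca1 at 0.39 (SE 0.21), or 0.26 without knockout replicate 1, and Chek2 at -0.29 (SE 0.16), or -0.18 without knockout replicate 2, where the list median was 0.04. The REST co-repressors had a median of 0.06 (7 of 11 higher, adjusted p = 0.562), or -0.00384 without control replicate 3. In these lists, and in those of progenitors and young neurons, 0 members passed when adjusted over the list alone.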

Values the study reported

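In the comparison with p53 deleted, the study reported no significant up-regulation of REST-regulated transcripts at a threshold of 1.5-fold over control, with 4 embryos per genotype. In the REST mutant with p53 intact it applied a threshold of 1.3-fold on arrays and again reported none for canonical neuronal REST targets. Microglial and p53-regulated pro-apoptotic genes were significantly higher there. By quantitative PCR of E13.5 brain, the study reported higher Snap25 in that mutant than in controls. In E12.5 brain, the study measured p53 pro-apoptotic targets by quantitative PCR, among them Cdkn1a, Ccng1, Sesn2 and Perp. It reported that the raised ones fell back to control levels when p53 was deleted too. For E12.5 brains with p53 deleted, its discussion called the size and number of transcripts released from repression very low. In E13.5 brains the study counted 0.7 apoptotic cells per 100 μm of ventricular zone in control cortex, 49.1 in the REST mutant and 2.9 in the mutant that also lacked p53. In postnatal mice, brain size in that compound mutant was 78% of the control value.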

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

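The probe names as deposited, set against the repaired pairing, the sex of the embryos as a block, the REST targets without members picked by the study and the t-test on log2 of the deposited values were alternatives chosen after the data were seen. With the deposited names, the REST targets turned to -0.0129 (adjusted p = 0.681), p53 targets were at -0.00403, microglia at -0.0344, endothelium at -0.26, mesenchyme at -0.12 and the study's list of these samples at 0.0157, and 0 lists passed, so each list call depended on the repair. For the REST targets the adjusted p ranged from 1.37e-11 to 0.895 over the alternatives. With an estimated correlation or with fry, 1 list passed, the study's own, and REST targets (0.31), endothelium (-0.47) and mesenchyme (-0.89) lost their calls. The cause was not tested.

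The number of probes past the adjusted threshold was 1 without background correction, with normexp and with trend and robust options, and 0 under the other alternatives. The number at an unadjusted p under 0.05 with over 1.5-fold was 34 without background correction (6 higher, 17.6%), 71 with normexp (22 higher, 31.0%), 394 without a filter on dim probes, 123 with detection on all 6 arrays (48 higher, 39.0%), 145 at a detection p under 0.01 (50 higher, 34.5%), 116 with the methods' t-test (62 higher) and 10 with that test on log2 of the deposited values of all probes (3 higher), against 246 (113 higher, 45.9%). Leaving out each sample in turn gave 243 to 448, the highest without knockout replicate 3, where 7 lists passed against 3 to 4 otherwise.

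The median of p53 targets was -0.0153 without a filter, -0.0115 with detection on all 6 arrays, -0.0259 at a detection p under 0.01 and -0.0156 with sex as a block, and that of microglia was -0.0267 without a filter. Leaving out each sample gave -0.0134 to 0.0304 for p53 targets, -0.00521 to 0.13 for microglia, 0.16 to 0.42 for REST targets, -0.62 to -0.19 for endothelium and -1.50 to -0.0589 for mesenchyme. The young neuron list ranged from -0.0556 to 0.13, the highest without knockout replicate 3, where it passed (adjusted p = 0.0181). Basal progenitors passed at 0.15 with sex as a block (adjusted p = 0.0328) and without knockout replicate 3 (adjusted p = 0.0160). All of these passes were at the preset correlation. With all samples and an estimated correlation, young neurons and basal progenitors each had an adjusted p of 0.875.

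The replicate numbers did not pair the samples: deviations of same-numbered samples correlated at -0.01, -0.08 and -0.15. With the replicate block, 0 probes passed, 254 met the unadjusted threshold with over 1.5-fold, and 5 lists passed, the choroid plexus (-0.66, adjusted p = 0.0253) in addition. Choroid plexus also passed without background correction, with normexp and with trend and robust options. All of these list calls were at the preset correlation. With an estimated correlation and no block, choroid plexus had an adjusted p of 0.875.

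Of the values of named genes, 1440 kept their direction and side of the threshold and 28 changed sign without a call under the settings fixed before the data were seen, and 229 and 24 did so under those added later. No named gene passed under any setting, so these counts weigh the sign only. Values from the second deposited table moved no result. No fold was given under any alternative for Rest, by the rule on probes that neither group detected, or for Trp53, which no probe named. The slide block was not run.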

Other observations

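The tests of young neuron genes, of the REST targets without members picked by the study and of the probe pairing were chosen only after the results they bear on were seen. The predictions for all splits were written before any split was run, but mesenchyme, choroid plexus and endothelium were added to them once their differences had been seen. Leaving out each sample was planned, and its use to weigh knockout replicate 2 was chosen after those results were seen.

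Other cell types and regions of the embryonic brain gave no call. Erythroid genes had a median of -0.08 (1 of 6 higher, adjusted p = 0.632), with the alpha globin gene Hba-a1 at 16.04 ± 0.07 in knockout and 16.11 ± 0.01 in control brains (log2, SD, n = 3). Relative to the control mean, the erythroid list median was -0.77 on knockout array 2 and between -0.18 and 0.28 on the other arrays. The oligodendrocyte lineage had a median of 0.01, a mean of -0.16 and a test on the negative side (3 of 5 higher, adjusted p = 0.936), with Olig1 at 0.05 (SE 0.13) and Pdgfra at -0.90 (SE 0.68), or -0.12 without knockout replicate 2. Forebrain regional genes had a median of -0.01 (3 of 7 higher, adjusted p = 0.632) and midbrain, hindbrain and Hox genes of -0.06 (1 of 3 higher, adjusted p = 0.562), with En2 at -0.06 (SE 0.22). Immediate early and heat shock genes had a median of -0.05 (1 of 3 higher, adjusted p = 0.632), with Egr1 at -0.78 (SE 0.45), or -0.27 without knockout replicate 2. The sex-linked list had a median of 0.98 (3 of 4 higher, adjusted p = 0.562), with 1 Xist-high array in the knockout group and 2 in the control group. Without knockout replicate 2 the medians were 0.23 for erythroid (4 of 6 higher, adjusted p = 0.0637), -0.05 for oligodendrocyte, 0.05 for forebrain, 0.03 for immediate early and -0.32 for sex-linked genes, each of the opposite sign, and -0.29 for midbrain, hindbrain and Hox genes. None of these lists had a member that passed when adjusted over the list alone.

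The displaced probe names bear on any reuse of these data. Adjacent probes for the same gene correlated at r = 0.473 after the empty cells when IDs were moved by 2 lines and at 0.258 as deposited, which argues against the deposited names for 84.9% of the table. The sex-linked probes point the same way, though Uty was detected on all 6 arrays: under the repaired pairing Xist was at 12.13 to 12.31 on 3 arrays and Eif2s3y at 11.88 to 12.58 and Kdm5d at 10.25 to 10.69 on the other 3, while under the deposited names the highest values of Xist and Eif2s3y were 8.30 and 7.04 and Kdm5d lay at 9.20 to 9.75 on all 6. The study's list of genes higher in these samples had a median of 0.37 under the repaired pairing and of 0.0157 under the deposited names. This argues against that list having been drawn from the displaced names. How the displacement arose stays open.

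REST targets lay higher in knockout brains at the preset correlation, and the call was lost with an estimated one (adjusted p = 0.875 with an estimated correlation). The 16 young neuron genes that are not REST targets had a median of -0.0277 and an upper quartile of 0.21, below the REST target median of 0.31. On knockout array 2, however, they lay at 0.37 beside 0.55 for REST targets. Control array 1 had them at -0.07 beside 0.11, and control arrays 2 and 3 at -0.07 and 0.06 beside -0.02 and -0.08. The gap between these gene sets was not tested and also appeared on a control array, so a larger share of young neurons is not excluded. The medians of 0.16 without knockout replicate 2 and of 0.26 without the members picked by the study passed at the preset correlation, which was the only one tried for them, and other splits of the samples gave up to 0.27, so neither explanation is excluded. A loss of repression by REST is a candidate explanation that stays open, as do litter and dissection. Loss of p53 and the Nestin-Cre transgene also separate the groups, so their effects cannot be told apart from those of REST loss. Hpca met an unadjusted p under 0.05 with over 1.5-fold, and its log2 difference was 0.54 without background correction, which is under that size.

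Mesenchymal and vascular genes were lower in knockout brains, with both calls lost (adjusted p = 0.875 with an estimated correlation), and choroid plexus genes did not pass (adjusted p = 0.0770). For mesenchyme the difference was -0.0589 without knockout replicate 2, which is consistent with less of that tissue mainly in this sample, though knockout array 1 was also below the controls, at -0.59 against -0.33 for the lowest control. For choroid plexus (-0.25) and endothelium (-0.19) the remaining differences kept their direction without passing, so 1 atypical sample and a difference between genotypes cannot be told apart with 2 knockout samples left. A difference in how the brains were dissected is a candidate source that the labels cannot test, and a difference in development of the sample stays open too.

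The 10 splits of the 6 samples into groups of 3 cannot give a share under 0.05. As many probes past the adjusted threshold came from 10 of the 10 splits (real 0, highest other 4), and as many past the unadjusted threshold with over 1.5-fold from 6 (real 246, highest other 404). The first of these outcomes was fixed by the real count of 0. As large a median came from 1 split for REST targets (real 0.31, highest other 0.27), 9 for p53 targets (real 0.00, highest other 0.06), 6 for microglia (real 0.06, highest other 0.36), 4 for mesenchyme (real 0.89, highest other 1.35), 2 for choroid plexus (real 0.66, highest other 1.01) and 2 for endothelium (real 0.47, highest other 0.51), all as sizes without sign. Among the REST targets, 6 measured members were on the study's list of genes higher in these samples, which favoured the real split in advance. Without the members on that list the real median was 0.26, and the splits were not run on that smaller set. As many lists passed in 8 splits (real 4, highest other 10). With an estimated correlation 0 lists passed in each of the other splits and 1 in the real one, the study's own, so the counts of lists at the preset correlation do not separate a structure of the samples from dependence among genes, and each other split still holds a part of the genotype difference.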
